A study of Mus musculus with 6 samples.

How the data were processed

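DNA methylation was measured by reduced representation bisulfite sequencing, which reads cytosines in CpG-rich fragments, in 6 libraries of Apc Min mouse intestinal organoids, 3 control and 3 treated with DM-aKG. Per the submitters' processing notes, the genome build was mm10 and the tools named were CASAVA 1.8 and Novoalign 3.08.02; the roles of these tools and the methylation caller are not given in the sources used here. The deposited table holds a percent of methylation per cytosine position and library, rounded to whole numbers by the authors. It has 813850 rows, each with 1 position and 6 values, and all 6 columns carry the sample titles. It has no coverage column, so the depth behind each value is unknown, no interval from read counts is given, and no coverage minimum could be applied. The positions are printed as the table's start column gives them; whether that column counts from 0 or from 1 was not determined.

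Values from 1 to 39 do not occur in any library, and no row is 0 in all 6 libraries. A 0 therefore stands either for a level under 40% or for no call, and it was treated as no value. The levels reported here are thus levels of positions at or above 40% in every library, and unmethylated CpG islands are largely outside them.

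From row 390209 onward the libraries stop lining up. Before that row the correlation across positions between any pair of libraries lay between 0.573 and 0.743. After it, on the autosomes, control replicates 1 and 2 had correlations between -0.00595 and -0.00199 with the other 4 libraries, which correlated at 0.66 to 0.732 among themselves. Agreement between the cytosines of the opposite strands of a CpG, 1 base apart, stayed at 0.688 and 0.716 in control replicates 1 and 2, and in the other 4 libraries it fell from between 0.651 and 0.722 to between 0.447 and 0.483. Values of control replicate 3 and DM-aKG replicates 1 to 3 are therefore taken to sit beside the wrong coordinates in the last 423642 rows. They were not brought back into line, and whether shifting rows could do so is not shown here. The comparisons use the 390208 rows before that point, 47.9% of the table, which cover chromosomes 1, 2, 10 to 19 and chromosome 3 up to position 87947903. Of these, 272327 sites had a value in all 6 libraries. This restriction was decided after the table was examined and departs from the design, as does the next point.

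The annotation (GRCm38.p6, the assembly of mm10, 34614 protein-coding or lncRNA genes on the main chromosomes) gives gene spans without strand or exons, so promoters, exons and introns could not be told apart. Gene values are the mean level of all complete sites from 1000 bases before to 1000 bases after a gene span, with at least 3 sites, in place of the planned promoter values. Sites were classed as within 1000 bases of either end of a gene, otherwise inside a gene span, otherwise outside, and by a mean level over the 6 libraries under or over 80%. Genes with overlapping spans share sites and cannot be told apart.

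Sites and genes were tested with limma 3.58.1 in R 4.3.3 on log2 odds of the level with an offset of 0.01, DM-aKG against control, without a replicate block, with Benjamini-Hochberg adjustment and a threshold of 0.05. Per-library means were compared with an exact two-sided permutation test over the 20 assignments of 3 of 6 libraries, whose smallest p is 0.1. The 14 gene lists, fixed before the data were examined, were tested with camera at a preset correlation of 0.01; they were wnt antagonists, wnt ligands and receptors, intestinal stem and Wnt target genes, absorptive enterocyte, secretory lineage, DNA methylation machinery, glutamine and aKG metabolism, imprinted genes, germline genes, polycomb developmental genes, housekeeping genes and markers of fibroblasts, immune cells and endothelium. Alternatives with an estimated correlation and with fry were run. After the results were seen, each list's median was also ranked among 10000 random lists of the same size matched on mean level.

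The genes named were fixed by rule before the data were examined. They are the 10 genes per direction whose groups do not overlap with the largest difference past the threshold, or with the smallest p where none passes; the 2 members of each list with the smallest p, or 4 in the Wnt antagonist, stem, enterocyte and secretory lists; the 5 sites per direction with the largest difference past the threshold; and Lgr5, Axin2, Krt20, Dkk3, Sfrp1, Tet1, Tet2 and Tet3 where measured. Dkk3, Sfrp1, Tet2 and Tet3 had no tested value here, and some genes the rule names are not reported here.

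The tests were tried on simulated data with the real means and spreads. With 200 of 9197 genes lowered by 20 points, the gene test called 175 of them and 8 unchanged genes; at 10 points it called 64 and 4. With 200 of 272327 sites lowered by 50 points, the site test called 28 of them and 126 unchanged sites, and at 30 points 2 and 84. The site test on log2 odds thus called more unchanged than changed sites in the simulation. On untransformed levels the counts were 53 and 7 at 50 points, and 6 and 0 at 30 points. Levels under 40% cannot be read here, and sites with a 0 in any library were left out. A site lowered by 50 points from the mean control level of 87.5% would thus not have been tested. The counts of changed sites called therefore do not measure the power to find such losses in these data. The replicate numbers are shared between groups in the labels, which do not say that they pair cultures. The alternatives tried were leaving out each replicate, a replicate block, other offsets and scales, other gene flanks and site minimums, and other treatments of the 0 values and of the rows after the break. Alternatives that need coverage or counts were not run.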

Results

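Reduced representation bisulfite sequencing was carried out on intestinal organoids carrying the Apc Min mutation, a truncating allele of the Wnt pathway inhibitor Apc. The organoids were kept in medium low in glutamine, and 3 biological replicates were left as controls while 3 received DM-aKG, which the series title relates to α-ketoglutarate, a co-substrate of the TET enzymes that oxidise 5-methylcytosine. The comparison asks how DNA methylation differs between treated and control organoids. Each library had a value at 83.7% to 88.6% of the 390208 positions used, with a mean of 86.7% ± 2.61 (SD, n = 3) in the controls and 85.7% ± 0.431 (SD, n = 3) with DM-aKG (exact two-sided permutation p = 0.5). The read depth behind each level is unknown.

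**Figure D1:**
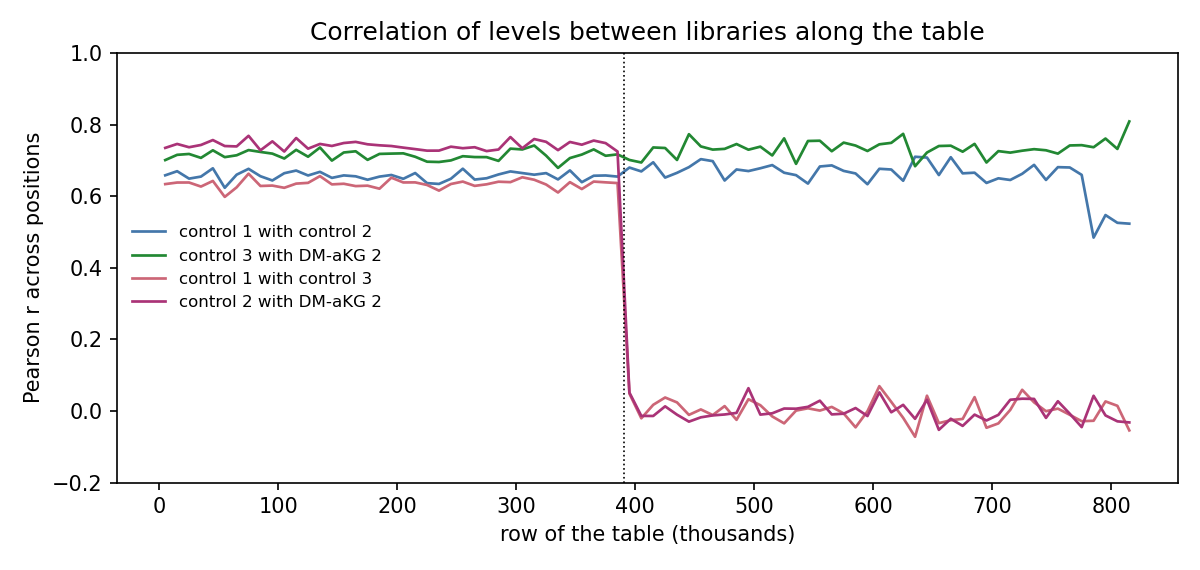
Pearson correlation of methylation levels across positions between pairs of libraries in blocks of 10000 rows (vertical axis), along the rows of the table (horizontal axis); the dotted line marks row 390208. Control replicates 1 and 2 stay correlated with each other (0.671 on autosomes after the line), and their correlation with control replicate 3 and DM-aKG replicate 2 falls to about 0 after it.

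The mean methylation level of the 272327 sites with a value in all 6 libraries was higher with DM-aKG. It was 87.5% ± 0.731 (SD, n = 3) in the controls and 88.6% ± 0.282 (SD, n = 3) with DM-aKG, a difference of 1.05 percentage points. All 3 treated libraries (88.3%, 88.5% and 88.9%) lay above all 3 controls (86.7%, 87.9% and 88.0%), and the exact two-sided permutation p was 0.1, the smallest that 3 against 3 allows, so the difference cannot pass 0.05. The difference was in the same direction on all 13 chromosomes used, from 0.879 to 1.27 points. It was 0.629 points without control replicate 1 and 0.418 points (exact permutation p = 0.2, groups overlapping) when each library was averaged over every position it had a value at. With each 0 counted as a level of 0, the difference was -0.531 points.

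Sites outside gene spans had the largest difference of the 3 positional classes. Their level was 86.1% ± 1.09 (SD, n = 3) in the controls and 87.5% ± 0.474 with DM-aKG, 1.40 points higher. Inside gene spans it was 88.1% ± 0.71 and 89.1% ± 0.249, 1.01 points higher, and within 1000 bases of a gene end 86.1% ± 0.357 and 86.9% ± 0.217, 0.808 points higher. Partly methylated sites, those with a mean under 80%, were at 67.6% ± 1.42 in the controls and 2.38 points higher with DM-aKG (SD 1.26). Sites at 80% or more went from 92.8% ± 0.551 to 93.5% ± 0.0428, 0.698 points higher. In each of these 5 classes the groups did not overlap, with an exact two-sided permutation p of 0.1 and an adjusted value of 0.1; whether the classes differ from one another was not tested. Without control replicate 1 the differences were 0.770 points outside gene spans, 0.600 inside them, 1.52 at partly methylated sites and 0.406 at sites of 80% or more. With each 0 counted as a level the difference inside gene spans was -0.692, near gene ends -0.54 and at partly methylated sites -2.11.

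**Figure D2:**
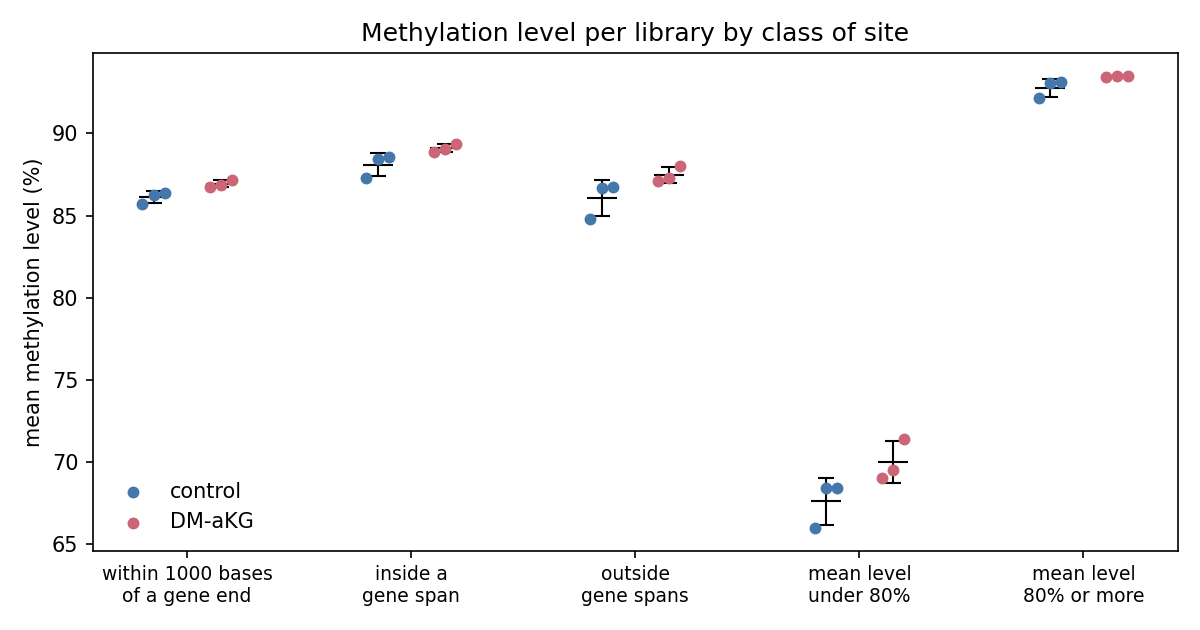
Mean methylation level (%, vertical axis, not starting at 0) of each library over 5 classes of site (horizontal axis), with points for libraries and black bars for the mean and SD of each group (n = 3). The 3 DM-aKG libraries lie above the 3 controls in every class, by 0.698 to 2.38 points.

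The single sites named here were among those with the largest differences in each direction past the adjusted threshold, with groups that did not overlap. A site in Tmem200c on chromosome 17 at 68840319 was at 43.3% ± 5.77 (SD, n = 3) in the controls and at 100% in all 3 DM-aKG libraries (limma adjusted p = 0.0351). A site in Duoxa2, a maturation factor of dual oxidase, on chromosome 2 at 122302254, went from 54.3% ± 3.79 to 100% (limma adjusted p = 0.0351). A site on chromosome 10 at 62878138, in the overlapping spans of the TET enzyme gene Tet1 and the lncRNA Gm51805, went from 55.7% ± 9.81 to 100%, as did a site in Xpot, which exports tRNA from the nucleus, on chromosome 10 at 121591169. A site in Endov on chromosome 11 at 119509918 went from 56.3% ± 14.4 to 100%. In the other direction, sites at 100% in all 3 controls were at 49.0% ± 13.1 in Catsperd, a subunit of a sperm calcium channel, on chromosome 17 at 56635474, and at 54.7% ± 14.6 in Scube1 on chromosome 15 at 83638967. Sites in Cd247, the zeta chain of the T cell receptor complex, on chromosome 1 at 165859326, in Gucy1b2 on chromosome 14 at 62374081, and 398 bases from Zfp334 on chromosome 2 at 165373866 were each at 55.7% ± 9.81 with DM-aKG. Every 55.7% ± 9.81 given here stands for values of 50%, 50% and 67%, and the read depth behind them is unknown.

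By limma with Benjamini-Hochberg adjustment, 407 of the 272327 sites passed 0.05, 248 higher and 159 lower with DM-aKG, and 14285 sites (5.25%) had an unadjusted p under 0.05. In 406 of the 407 one group stood at exactly 100% in all 3 libraries. No site passed on untransformed levels, with robust variance estimation, with library means equalised or without any one of the DM-aKG replicates, while 1326, 809 and 649 passed without control replicates 1, 2 and 3. In simulated data this test called more unchanged than changed sites. Of the 10 splits of the 6 libraries into 3 and 3, the real one gave the fewest sites, and the others gave 466 to 667. The number of sites called therefore does not set the treatment apart from other groupings.

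No gene passed the adjusted threshold. Of 9197 gene spans tested by limma, 0 had an adjusted p under 0.05, 573 had an unadjusted p under 0.05 (454 higher and 119 lower with DM-aKG), and on untransformed levels 1 gene, Tmem200c, passed. Tmem200c, which has 3 sites including the one above, had the smallest adjusted p (0.0944), with 47.8% ± 1.92 (SD, n = 3) in the controls and 85.2% ± 3.27 with DM-aKG. The gene values shared the small general shift: 66.3% of differences were positive, the median difference was 0.733 points, and 92.3% of genes differed by less than 5 points. The groups did not overlap in 13.8% of genes, 1035 higher and 233 lower. The 95% interval of a gene's difference had a median half-width of 3.71 points.

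Among genes with the smallest p in each direction, the ion channel kinase gene Trpm7 was at 99.2% ± 0.509 with DM-aKG, 5.89 points higher than in the controls. Zmat2 was at 88.1% ± 0.416 and 95.1% ± 0.987, and Cenpo, which encodes a centromere protein, at 83.5% ± 3.70 and 94.6% ± 1.12. Olfm1 had 63.2% ± 4.11 in the controls and was 16.8 points higher with DM-aKG, and Chp1 had 95.4% ± 2.41 and was 4.48 points higher. Ube2b, a ubiquitin-conjugating enzyme, had 77.1% ± 0.714 and 86.0% ± 0.778, and Plxdc2 78.0% ± 1.98 and 87.8% ± 0.433. Lower values with DM-aKG were found at Uckl1, a uridine kinase-like gene (98.4% ± 0.869 and 93.2% ± 1.81). Cpeb3 had 88.7% ± 2.25 and 81.4% ± 0.664, and Cnot6, part of the main deadenylase complex, 86.2% ± 2.67 and 76.8% ± 1.68. Recql5 and Smim5 overlap and share all 18 sites, at 94.2% ± 0.16 and 90.5% ± 1.28, so the value cannot be given to either gene. Trpm7 and Cnot6 had 3 sites each, Plxdc2 4, Zmat2 5, Olfm1 6, Cenpo and Uckl1 7, Chp1 and Ube2b 9, and Cpeb3 14. The median over all tested genes was 15, and the levels speak for these sites, not for whole genes. The adjusted p-values of the genes in this paragraph, by limma, were 0.251 or more. With each 0 counted as a level of 0 before the break, the differences were -9.42 points for Ube2b and -11.7 for Plxdc2. Those of Chp1 and Cenpo were -1.09 and -0.0833, and no other gene of this paragraph changed direction.

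Intestinal stem cell genes and Wnt targets were the list that passed. Of 16 measured members 12 had lower and 4 higher levels with DM-aKG, the median difference was -1.26 points, and the list moved down relative to the other genes (camera adjusted p = 0.045 over 14 lists). With an estimated correlation the camera adjusted p was 0.535. Tested against no change, and not against the other genes, the list had a directional fry adjusted p of 0.359. Its mean over members was 90.9% ± 0.511 (SD, n = 3) in the controls and 90.2% ± 0.676 with DM-aKG, a difference of -0.734 points. The groups overlapped (exact two-sided permutation p = 0.2). The stem cell receptor gene Lgr5 was at 95.1% ± 2.28 (SD, n = 3) in the controls and 93.1% ± 2.29 with DM-aKG, the feedback inhibitor and Wnt target Axin2 at 91.3% ± 1.49 and 88.7% ± 3.26, and the stem cell gene Smoc2 at 90.9% ± 1.48 and 88.5% ± 2.85. Tert (93.2% ± 2.30 and 95.1% ± 0.336) and Tnfrsf19 (85.3% ± 1.49 and 88.8% ± 3.87) went the other way. None of the members passed alone, adjusted over all genes or adjusted over the list alone. The median of the list stood at percentile 0.02 of 10000 random lists matched on level, a comparison made after the result was seen; of the other 13 lists fibroblast markers stood at 98.9, the secretory lineage at 95.02 and the rest between 9.09 and 79.5. Without DM-aKG replicate 3 the differences of Lgr5, Axin2, Smoc2 and Tnfrsf19 were -0.694, -0.737, -0.784 and 1.41 points, that of Tnfrsf19 was 5.25 without DM-aKG replicate 2, and without control replicate 1 those of Lgr5 and Tert were -0.715 and 0.586. The call was lost without control replicate 1 (median -0.0134, adjusted p = 0.452), control replicate 2 (-1.12, 0.145), DM-aKG replicate 2 (-0.971, 0.115) or DM-aKG replicate 3 (-0.658, 0.456). On untransformed levels the median was the same and the adjusted p, 0.05001, lay at the threshold. A flank of 500 bases (median -0.718 points, camera adjusted p = 0.102) and gene ends only (-5.43, 0.283) also lost the call. So did equalised library means (adjusted p = 0.134), at least 1 site per gene (0.056) and all rows with 6 values (-1.07, 0.267). With each 0 counted as a level before the break it was lost (-1.16, 0.694). The call stayed with a flank of 2000 bases (0.0369), at least 5 sites per gene (0.0294) or adjacent positions averaged (0.00953).

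Wnt antagonists showed small positive differences, with 13 of 15 measured members higher, a median of 1.12 points and no call (camera adjusted p = 0.511). Nkd2, which antagonises Dishevelled, had 83.4% ± 2.28 and 87.7% ± 0.728. Sox7 had 71.5% ± 4.83 and 77.6% ± 0.915, Apcdd1 88.0% ± 4.73 and 93.2% ± 3.19, and Wif1, a secreted Wnt inhibitor, 86.4% ± 5.05 and 90.2% ± 1.65. The list median was 0.447 points without DM-aKG replicate 3 and 1.73 without control replicate 2, and without control replicate 1 the differences of Sox7, Apcdd1 and Wif1 were 3.47, 2.50 and 0.907 points, with Apcdd1 at 3.33 without DM-aKG replicate 3. Of 15 Wnt ligands and receptors 10 were higher, among them Wnt7b (73.2% ± 3.48 and 77.7% ± 2.94) and Wnt3 (90.1% ± 1.48 and 91.9% ± 1.43), with a median of 0.602 points, while the list's direction in camera was down (adjusted p = 0.947). That median was 0.276 without DM-aKG replicate 3, 0.375 without DM-aKG replicate 1 and 1.09 without DM-aKG replicate 2. The differences of Wnt7b and Wnt3 were 2.51 and 1.02 points without control replicate 1, and that of Wnt7b 2.83 without DM-aKG replicate 3.

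Differentiation markers had no call. In the secretory lineage 7 of 9 genes were higher, with a median of 2.55 points (camera adjusted p = 0.511). The goblet cell genes Agr2 (90.1% ± 0.504 and 93.2% ± 0.742) and Tff3 (87.6% ± 1.37 and 91.0% ± 2.08), the enteroendocrine gene Chga (85.1% ± 4.30 and 88.7% ± 0.351) and the tuft cell gene Dclk1 (81.7% ± 1.23 and 84.3% ± 1.39) had groups that did not overlap. Without control replicate 1 the secretory median was 1.20 points and the difference of Chga 1.13. With gene ends only the secretory median was -3.06 points and the difference of Tff3 was -0.222. Of 12 absorptive enterocyte genes 6 were higher and 6 lower, with a median of 0.0132 points, and camera pointed down (adjusted p = 0.525). The differentiation keratin gene Krt20 had 95.1% ± 3.23 and 93.1% ± 1.03, the brush border enzyme gene Alpi 86.1% ± 5.15 and 89.9% ± 5.14, the lactase gene Lct 74.6% ± 3.10 and 77.0% ± 1.59, and Hnf4a 87.8% ± 1.92 and 85.9% ± 2.91. The enterocyte median ranged from -0.311 to 0.722 points with single replicates left out, and without control replicate 1 the differences of Krt20 and Lct were -0.333 and 0.650. Krt20 was at -3.53 without control replicate 2. The difference of Alpi was 2.47, 6.81 and 2.22 points without control replicates 1, 2 and 3, and 2.03 and 6.78 without DM-aKG replicates 2 and 3. That of Hnf4a was -2.85 and -0.923 without control replicates 2 and 3, and -2.85 and -0.212 without DM-aKG replicates 2 and 3.

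Genes of glutamine and aKG metabolism were higher in 9 and lower in 6 of 15 members (median 0.44 points, camera direction down, adjusted p = 0.643). The serine synthesis gene Psat1 had 93.5% ± 0.118 and 91.1% ± 1.05. In the DNA methylation machinery 8 of 12 genes were higher (median 0.288 points, camera direction down, adjusted p = 0.647), with Tet1 at 88.4% ± 0.786 and 90.3% ± 0.948 and the methyltransferase gene Dnmt3b at 95.3% ± 1.24 and 93.7% ± 1.29. Of 18 imprinted genes 13 were higher (median 0.626 points, camera direction down, adjusted p = 0.907), while fry's mixed test, which asks for change in either direction, gave an adjusted p of 0.0392. The 18 are not separate measurements, since some spans overlap. Commd1 and Zrsr1 share all 27 sites, Nnat lies inside Blcap, Mcts2 inside H13 and Peg13 inside Trappc9, and Airn overlaps Igf2r. Impact, an imprinted gene, had 95.1% ± 0.416 and 97.5% ± 0.253 and passed when adjusted over the list alone (0.0266) and not over all genes (limma adjusted p = 0.764), and Meg3 had 88.8% ± 2.72 and 91.3% ± 1.37. With single replicates left out the medians ranged from -0.270 to 0.904 points for glutamine and aKG metabolism, 0.00488 to 0.611 for the methylation machinery and 0.291 to 1.13 for imprinted genes. The difference of Dnmt3b was -0.885 without DM-aKG replicate 3, and that of Meg3 1.03 without control replicate 1.

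Germline genes were higher in 11 of 11 members by a median of 0.973 points (camera adjusted p = 0.496), including Sohlh2 (88.3% ± 0.854 and 90.5% ± 0.104) and D1Pas1 (92.7% ± 1.19 and 94.5% ± 0.523). Developmental genes bound by polycomb were higher in 10 of 13 (median 1.47 points, camera adjusted p = 0.868), with Wt1 at 84.8% ± 2.43 and 89.4% ± 1.28 and Hoxc4 at 61.4% ± 9.03 and 69.7% ± 3.87. Of 5 housekeeping genes 3 were higher (median 0.111 points against a mean of -0.114, camera adjusted p = 0.511), among them Emc7 (96.0% ± 0.429 and 96.6% ± 3.48), and Snrpd3 had 90.4% ± 1.32 and 89.1% ± 1.43. Without control replicate 1 the medians were 0.500 points for germline and -0.167 for polycomb genes and the difference of Hoxc4 was 3.02, and the housekeeping median ranged from -0.895 to 0.525 with single replicates left out. The germline median was 1.76 and 1.60 without control replicates 2 and 3. The difference of Snrpd3 was -0.540 without control replicate 3 and -0.500 without DM-aKG replicate 3, and that of Emc7 -0.929 without DM-aKG replicate 1 and 2.50 without DM-aKG replicate 3.

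Markers of other cell types an intestinal culture could hold gave no call. Fibroblast markers had the largest median of the 14 lists, 3.85 points, with 6 of 8 genes higher (camera adjusted p = 0.448). Their mean was 79.7% ± 1.77 in the controls and 83.0% ± 1.29 with DM-aKG, with groups that did not overlap. Vim had 94.2% ± 0.165 and 96.5% ± 1.07, and Dcn 79.3% ± 5.07 and 85.8% ± 1.97. The fibroblast median was 1.64 points without control replicate 1 and 2.55 without DM-aKG replicate 3, and the difference of Dcn was 3.74 without control replicate 1. Of 5 immune markers 3 were higher (median 0.711 points, camera direction down, adjusted p = 0.643), with the B cell gene Ms4a1 at 93.8% ± 1.20 and 91.8% ± 0.189 and Ptprc at 71.6% ± 5.51 and 76.6% ± 3.23. All 3 endothelial markers measured were higher, by a median of 0.75 points (camera adjusted p = 0.868), with Eng at 86.7% ± 1.19 and 89.1% ± 0.275 and Cldn5 at 66.2% ± 4.84 and 67.0% ± 2.84. Without control replicate 1 the immune and endothelial medians were -0.522 and -0.905 points and the differences of Ptprc and Cldn5 1.93 and -2.04. Without DM-aKG replicate 3 the endothelial median was 0.213 and Cldn5 at -0.771. Without control replicate 2 the immune and endothelial medians were 2.14 and 2.15, and without DM-aKG replicate 1 they were 0.167 and 2.04.

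**Figure D3:**
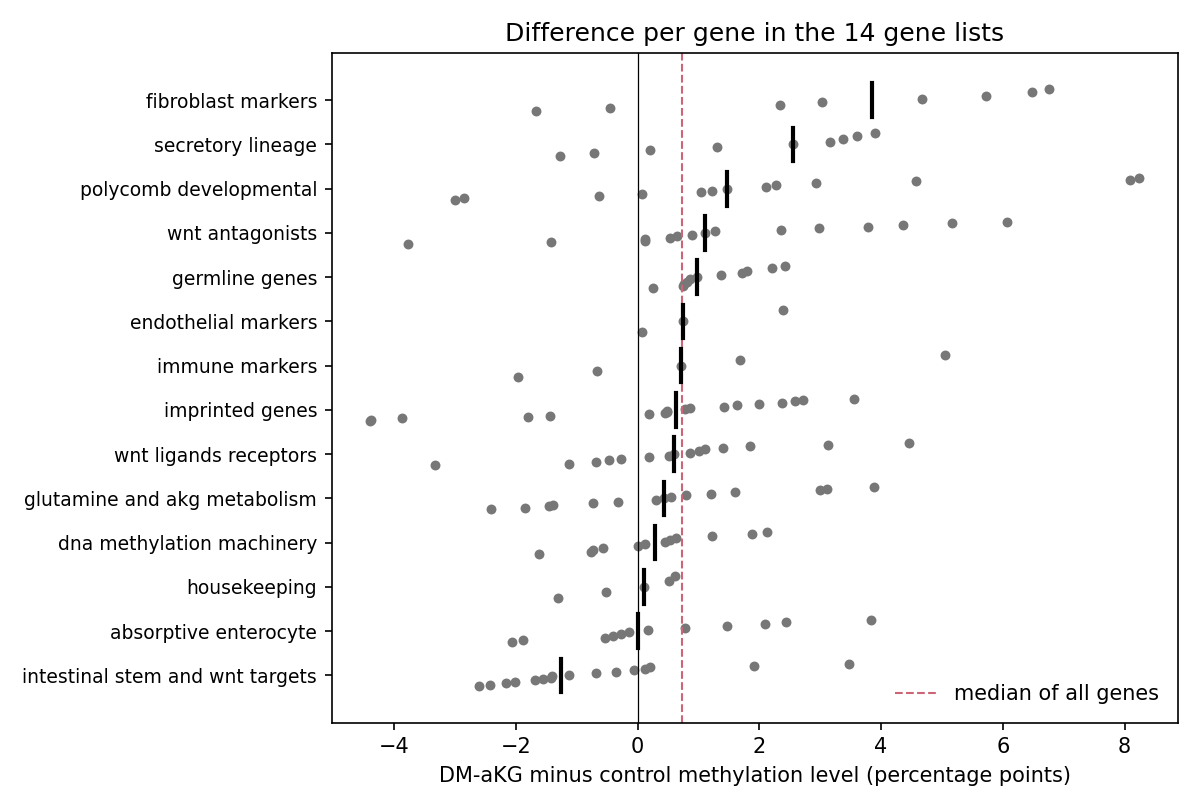
Difference in methylation level between DM-aKG and control, in percentage points (horizontal axis), for each measured gene (grey points) of 14 gene lists (vertical axis), with black bars for list medians and the dashed line for the median of all 9197 genes, 0.733. The median of the intestinal stem and Wnt target list lies at -1.26 and that of fibroblast markers at 3.85.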

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

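The tests in this part were chosen after the results they concern were seen, except the comparison at Xist, whose prediction was written before its values were looked at. The values come from rows, chromosomes or positions with a 0 that the comparisons of the report do not use.

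Chromosomes X and Y stood apart in control replicates 1 and 2, the only libraries whose values keep their positions there. On X, 32.8% of the values of control replicate 2 lay between 40% and 59%, against 12.2% in control replicate 1, while on the autosomes after the break these shares were 9.28% and 10.9%. Control replicate 2 had a value at 20490 of 33436 X positions and control replicate 1 at 11821. On Y below 4 Mb, control replicate 1 had values at 121 of 147 positions and control replicate 2 at 15, while on the rest of Y they had values at 316 and 336 of 408 positions. Fewer called positions in control replicate 1 do not account for this, since its number of values relative to control replicate 2 was 0.577 on X and 0.965 to 0.975 on each autosome after the break. A candidate explanation, which stays open, is that the cultures came from animals of different sex. At the 3 positions in the table within Xist, the gene that silences 1 X in female cells, control replicate 2 minus control replicate 1 was -26.7 points (62.3% and 89.0%), while over the 10779 X positions with values in both libraries the means were 84.6% and 85.5%. The difference at Xist met the bound written before, but the values of control replicate 2 on the rest of Y, looked at later and weighed against it, go against a culture without Y unless reads from elsewhere in the genome align there, which was not tested. The labels give no sex, only 3 positions were compared at Xist, the 4 Mb limit was set after the values were seen, and the other 4 libraries could not be read there.

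In the last 300000 rows, 32.0% of rows had values in both of the first 2 controls and in none of the other 4 libraries, or the reverse, against 1.41% in the first 300000 rows. Counting each 0 as a level of 0 over all rows gave 25627 sites past the threshold, of which 21779 (85.0%) were lower with DM-aKG. Of the lower sites 91.8% lay after the break, where 52.1% of rows lie, which is consistent with values displaced against their coordinates as the source of most of them. Before the break, whether a 0 in the DM-aKG libraries stands for a low level stays open. Where at least 2 controls and none of the DM-aKG libraries had a value, the other strand, if valued in at least 2 controls, had a DM-aKG value of at least 40% at 72.6% of 2265 positions, against 99.7% at complete sites. The mirror test gave 79.7% of 1963 positions. These 2265 positions stand for 11.4% of 19934 such sites, and the other strand is in the table for 16.2% of those sites against 82.0% of complete sites, so the test decides nothing for the rest. No biological explanation was tested for the rows after the break.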

How the results depend on the processing

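The alternatives that handle the 0 values, the rows after the break, chromosome 3, adjacent positions, gene ends and library means were chosen after the data were seen. The depth is unknown, so what it limits could not be measured. Alternatives with a coverage minimum of 5 or 20, coverage weights, an upper coverage limit, summed or pooled reads, edgeR or Fisher's test were not run, since the table has no counts, and autosomes alone changed nothing because no X or Y position is used. Of the 164 values of summary results, 36 counts moved, 8 differences changed direction and 120 were classed as the same. Counts near the main one were classed as the same, such as 426 and 482 sites against 407. The mean and the site classes could not change side of the threshold, since their smallest exact p is 0.1. Where no cause is named, the cause was not tested.

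The mean difference was 0.629 to 1.28 points with single replicates left out; it was -0.531 with 0 counted as a level before the break and -0.612 over all rows. Under the same settings in that order it was -0.692 and -1.83 inside gene spans and -2.11 and -2.33 at partly methylated sites; it was -0.54 near gene ends before the break and -0.406 outside gene spans over all rows.

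The count of sites, 407, ranged from 0 to 1326 with single replicates left out. It was 2204 with an offset of 0.001, 0 on untransformed levels, 0 with robust variances, 0 without sites under 5% or over 95%, 0 with equalised means and 0 with adjacent positions averaged. It was 869 with at least 2 values per group, 3193 (1442 higher) with 0 as a level before the break, 25627 (3848 higher) over all rows, 224 with a difference of at least 10 points and 59 of at least 25 points. The count of genes, 0, was 1 (Tmem200c) on untransformed levels and 1 (BC147527, 1 site) with at least 1 site, 7 with 0 as a level before the break and 43 over all rows. The lists past the threshold ranged from 0 to 1 with single replicates left out; they were 0 on untransformed levels, with a flank of 500 bases, at least 1 site, gene ends only, equalised means, at least 2 values per group, 0 as a level before the break, all rows with 6 values, an estimated correlation or fry's directional test. With 0 as a level over all rows the 1 list past it was polycomb developmental genes (10.8 points, adjusted p 0.0234).

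Deviations of libraries with the same replicate number correlated at 0.0189, -0.0086 and 0.0149, and those with different numbers at -0.0274 to 0.0179. Values this small do not settle whether the numbers pair cultures, which the labels do not say. With the replicate number as a block 0 sites, 0 genes and 1 list passed, and the mean difference of 1.05 had a sign-flip p of 0.25, the smallest for 3 differences.

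Single genes and lists changed direction as follows. With 0 as a level, before the break and over all rows alike, the differences were Cenpo -0.0833, Plxdc2 -11.7, Chp1 -1.09, Ube2b -9.42, Wnt3 -5.82, Krt20 0.571, Dclk1 -0.275, Tet1 -3.08, Sohlh2 -3.17, D1Pas1 -5.78, Vim -4.21 and Cldn5 -4.36. List medians before the break were -1.70 for Wnt ligands and receptors, -0.27 for enterocyte, -0.467 for methylation machinery, -1.86 for glutamine, -0.372 for germline, -0.349 for housekeeping, -1.97 for immune and -3.78 for endothelial genes. Over all rows they were -0.159 for Wnt ligands and receptors, -1.89 for methylation machinery, -3.17 for germline, -7.41 for immune and -4.07 for endothelial genes. With gene ends only the values were Wnt3 -1.33, Tff3 -0.222, Tet1 -0.444, Wnt ligands and receptors -1.02, secretory -3.06, imprinted -0.171 and immune -2.67. With adjacent positions averaged they were Cldn5 -2.58, enterocyte -0.136, housekeeping -0.0702 and endothelial -0.235, and with at least 2 values per group Cldn5 -1.39, enterocyte -0.111 and housekeeping -0.713. Enterocyte genes had -0.111 over all rows with 6 values, -0.0516 without chromosome 3 and -0.205 with at least 1 site. Housekeeping genes had -0.519 without extreme levels, and Cldn5 had -0.0645 on the log-odds scale with equalised means. With single replicates left out the ranges were 1.64 to 4.65 for fibroblast, 1.20 to 3.26 for secretory, 0.500 to 1.76 for germline, 0.447 to 1.73 for Wnt antagonist genes and 0.276 to 1.09 for Wnt ligands and receptors, without a change of direction, and -2.04 to 2.15 for Cldn5, -0.929 to 2.50 for Emc7, -0.311 to 0.722 for enterocyte, -0.27 to 0.904 for glutamine, -0.167 to 2.03 for polycomb, -0.895 to 0.525 for housekeeping, -0.522 to 2.14 for immune and -0.905 to 2.15 for endothelial genes.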

Other observations

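The tests in this part were chosen after the results were seen. The difference with DM-aKG was 1.48 points at sites with a mean from 40% to 60%, 2.57 from 60% to 80%, 1.74 from 80% to 90%, 0.643 from 90% to 95% and 0.167 from 95% to 100%, where the groups overlapped. Without control replicate 1 it was 1.55, 1.57, 0.905, 0.323 and 0.132 points in the same order. Without DM-aKG replicate 3 the value from 40% to 60% was 0.723, and without DM-aKG replicate 1 that from 95% to 100% was 0.101. The lowest bin is limited by the absence of values under 40%, and whether the bins differ was not tested.

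For this higher level in all 3 DM-aKG libraries, control replicate 1 alone is argued against, since without it the difference of 0.629 points exceeded the gap of 0.0668 between the other 2 controls. The choice of complete sites stays open: over each library's own valued positions the difference was 0.418 points, above the larger SD between replicates of 0.306 and far under 1.05. Less complete conversion in the DM-aKG libraries cannot be told apart from a change in methylation, because the share of the unmethylated part gained differed by 5.02 percentage points between sites at 80% to 90% and sites at 95% to 100% (11.3% ± 3.17 and 6.32% ± 5.45, SD, n = 3), with overlapping libraries, and levels under 40% cannot be read. Only these 2 ranges of level were compared. A uniform loss of conversion would raise the lowest levels most, while the difference was 1.48 points from 40% to 60% and 2.57 from 60% to 80%. The absence of values under 40% limits the lowest range, so this does not decide the question. An effect of the treatment stays open beside the choice of sites and less complete conversion.

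Splits of the 6 libraries into 3 and 3 number 10, too few for a share under 0.05. The real split gave 407 sites, and the highest of the other splits 667. All 10 splits gave at least as many as the real one, so this count does not set the real grouping apart. The real split gave 573 genes at an unadjusted p under 0.05, and 1 split, the real one, reached that; the highest other gave 441. For genes past the adjusted p the real split gave 0, a count every split reaches whatever the data, so counting splits says nothing there; the highest other gave 3. For gene lists, 2 splits gave at least the 1 list of the real split, and the highest other gave 2; that other split set control replicates 1 and 2 and DM-aKG replicate 1 against the rest, and in it the intestinal stem and Wnt target list passed as well (camera adjusted p = 0.0455, absolute median 1.27 points against 1.26 in the real split).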
